A study of Caenorhabditis elegans with 4 samples. Its data were reported in "Accessible Region Conformation Capture (ARC-C) gives high-resolution insights into genome architecture and regulation" (2022).

How the data were processed

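Whole Caenorhabditis elegans larvae of the L3 stage were the starting material, and poly(A) RNA was sequenced. The labels give 4 libraries in 2 groups, wild type (the N2 strain) and met-2 set-25 double mutants, with 2 libraries each. MET-2 and SET-25 are methyltransferases of histone H3 lysine 9, and H3K9 methylation is a mark of silent chromatin.

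The authors deposited raw read counts per gene, 1 column per library, with no normalization and no pooling. The study's methods name the TruSeq RNA Library Prep Kit, which does not mark strand, and alignment with STAR to the ce10 assembly with gene annotation WS235. The methods name HTSeq for counting, whereas the submitters' processing notes name featureCounts. Versions were not given in the sources used here. How reads shared by overlapping genes or near-identical copies were counted is not given either, so such genes are uncertain where they are named. Without strand, reads from a gene and from an overlapping gene on the opposite strand cannot be told apart.

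The column names carry the genotype but no replicate number, so the libraries are called by the identifiers in the column names: rWQS019 and rWQS042 for wild type, rWQS029 and rWQS045 for met-2 set-25. No replicate number was used to pair libraries. Columns left out numbered 0. Nothing in the labels states whether the libraries of a genotype came from separate cultures, so p-values measure only the spread between these libraries, which may be technical.

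The deposited counts covered 46748 genes, of which 46449 had an entry in the Ensembl 115 annotation of the WBcel235 assembly and 299 had none. Genes were matched by WormBase gene identifier only. Positions given in the text are WBcel235 annotation positions; the count tables hold no coordinates, so no coordinates of ce10 were mixed with them. Total counts were 22849521 and 56879896 in the wild type libraries rWQS019 and rWQS042, and 36581352 and 48636767 in the mutant libraries rWQS029 and rWQS045. A count of 0 allowed a level of up to 0.131, 0.0527, 0.082 and 0.0617 CPM (counts scaled to the library total, per 1e6) in these libraries, taken as 3 counts of the total. Such limits cover counting error only. Ribosomal RNA genes took 0.544%, 0.0972%, 0.198% and 0.368% of the counts, and genes of the mitochondrial genome took 0.573%, 0.585%, 1.1% and 0.27%, in the same order of libraries.

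The main test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) with genotype as the only term, genes kept by filterByExpr (15978 genes), TMM scaling factors (1.01, 1.00, 1.08 and 0.917 in the order above) and Benjamini-Hochberg adjustment, with an adjusted p under 0.05 as threshold. DESeq2 1.42.0 with default filtering, the tool of the study's methods, was the first alternative, and gave an adjusted p to 16562 genes. CPM values are TMM-scaled and given as mean ± SD of 2 libraries. The other alternatives fixed before the data were examined were RLE and upper-quartile factors, library sizes alone, no filter, a minimum mean of 5 CPM, adjusted p under 0.01, a fold change over 1.5, glmTreat against a fold of 1.2, limma voom (limma 3.58.1), and each library left out in turn. Where a genotype was left with a single library, its spread was taken from the other genotype.

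Lists of genes for 26 groups were fixed before the data were examined. Each was tested with camera on the edgeR counts, two-sided, with the inter-gene correlation preset at 0.01 and Benjamini-Hochberg adjustment over the lists. Camera with an estimated correlation and fry were the alternatives. With an estimated correlation camera also rests on the fit's 2 residual degrees of freedom, which leaves it little power. A call lost in that form therefore does not by itself show correlation between genes. The mitochondrially encoded genes carry other symbols in the annotation, so that list was taken as the 12 protein-coding genes of the mitochondrial genome. Autosomal arms were the regions outside the middle 50% of chromosomes I to V by gene midpoint, with the end of the last annotated gene as chromosome end. Fisher's exact test, two-sided, compared called and other genes between arms and centres, between each chromosome and the others (Benjamini-Hochberg over 12 tests), and between pseudogenes or noncoding genes and protein-coding genes. Neighbouring pairs of called genes were compared with 10000 draws of as many tested genes matched on mean expression in 20 bins.

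The genes to be named were fixed by a rule before the data were examined: met-2 and set-25; the 10 higher and the 10 lower genes with the largest fold changes among the calls, with a mean of at least 2 CPM and CPM ranges of the genotypes that did not overlap; the 5 genes with the smallest adjusted p; and at most 4 called members of each list. Because edgeR called 0 genes, the rule was applied to the DESeq2 calls, and the tests of regions used the DESeq2 calls. That choice, and a few genes named in addition and marked as such, came after the data were seen. So did the likelihood ratio test, the robust fit and the threshold of 0.10 in edgeR, the alternatives run within DESeq2, and camera on the arms and without each library, the odds ratio without large name families, and neighbouring pairs without overlapping genes.

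The tests were tried on simulated data. Counts were drawn for the 15978 genes with the real means and library sizes, with 200 genes changed. The dispersions were edgeR's estimates per gene, which it moves toward a common trend, so they may vary less between genes than the real ones. Of genes changed by a fold of 8, edgeR recovered 60.6% and DESeq2 86.4%. At a fold of 4 the shares were 20.9% and 56.7%, and at a fold of 2 they were 1.5% and 6%. Unchanged genes made up 9 of the 64 edgeR calls (14.1%), 9 of the 61 limma voom calls (14.8%) and 56 of the 155 DESeq2 calls (36.1%). All 3 shares were above the threshold of 5%, so at 2 libraries per genotype the adjusted p of all 3 tools was too small in this simulation, most of all DESeq2's. edgeR made 64 calls on the simulated counts and 0 on the real ones, so the simulated shares may not hold for the real data. Camera was tried on data simulated for met-2 set-25 against wild type with 15978 genes. It called a set of 40 genes raised by a fold of 3 as higher. It did not call a set of 40 unchanged genes. The draws set no correlation between genes. In the real data the estimated correlation of the 15 lists past camera ran from 0.853 for germline and meiosis to -0.011 for late-stage cuticle. How camera's adjusted p behaves in correlated lists was therefore not tested. On 15000 simulated genes, an odds ratio set at 2.06 for arms came out as 2.07 in Fisher's exact test and in the Mantel-Haenszel estimate. A random set gave 11 neighbouring pairs and a clustered set 205, against drawn means of 10.6 and 10.7. Region tests used Python 3.11.15 with SciPy 1.17.1 and statsmodels 0.14.6.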

Results

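Gene expression was measured by poly(A) RNA-seq in L3 larvae of wild type and of met-2 set-25 double mutants, with 2 libraries per genotype. MET-2 and SET-25 are the histone methyltransferases that deposit H3K9 methylation, and the comparison asks which genes change when that mark is lost. The libraries held between 22849521 and 56879896 counts. The wild type libraries were closer to each other (Pearson r across genes of log2 CPM 0.973, with 10% of tested genes more than 2-fold apart) than the mutant libraries were (0.937 and 22.3%). Between genotypes, 17.1% to 30% of tested genes were more than 2-fold apart. Genes are not independent replicates in these correlations.

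The targeted genes were examined first. met-2 (chromosome III, 8375300 to 8380848 in WBcel235) was at 58.9 ± 4.33 CPM in wild type and 33.5 ± 2.52 CPM in the mutant (SD, n = 2 libraries each). Its log2 fold change was -0.81, with an edgeR quasi-likelihood p of 0.015 and a Benjamini-Hochberg adjusted p of 0.342. set-25 (chromosome III, 13283824 to 13293090) was at 14.5 ± 4.32 CPM in wild type and 11.6 ± 0.0541 CPM in the mutant, a log2 fold change of -0.33 with an edgeR adjusted p of 0.768. set-25 overlaps unc-64 and F56A8.8 on the opposite strand, so part of its counts can come from them. Transcripts of both genes were still counted in the mutant libraries, and whole-gene counts do not show where in a gene the reads lie, so these values check the labels only weakly.

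**Figure D1:**
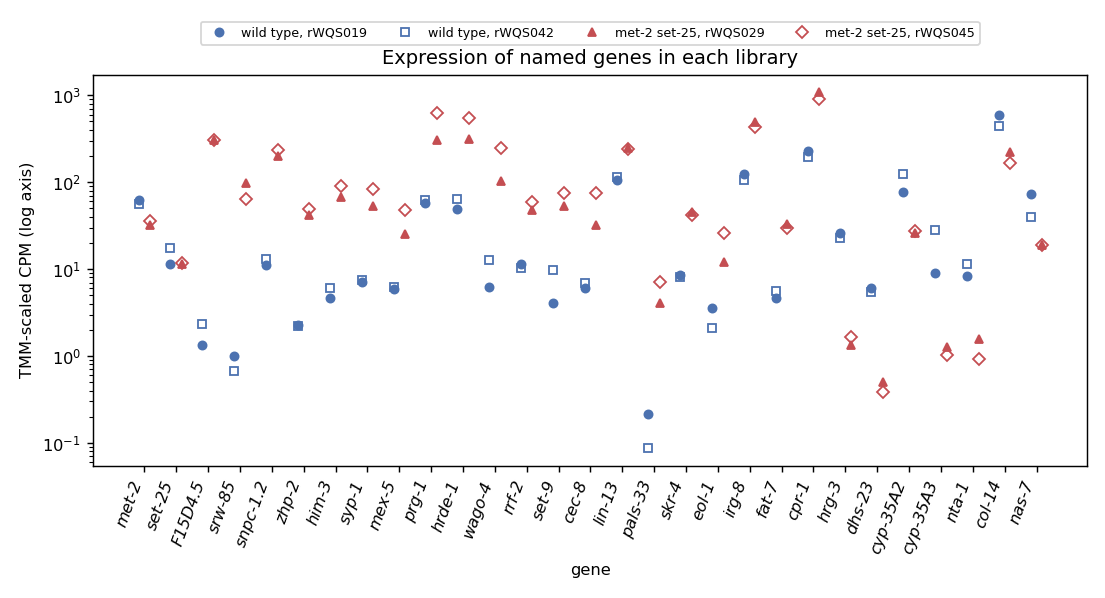
TMM-scaled CPM (log axis) of named genes in each library, blue for wild type and red for met-2 set-25, with 1 point per library. F15D4.5 lay at 1.35 and 2.31 CPM in the wild type libraries and at 306 and 305 CPM in the mutant libraries, and hrg-3 at 25.8 and 22.7 against 1.34 and 1.66 CPM.

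With all 4 libraries DESeq2 called more genes as higher than as lower in the mutant, and without rWQS045 it called more as lower (416 higher and 512 lower). F15D4.5, an uncharacterized protein-coding gene (chromosome II, 13245376 to 13247774), rose from 1.83 ± 0.682 to 306 ± 0.238 CPM, with a log2 fold change of 7.37 ± 0.435 (SE) and a DESeq2 adjusted p of 4.6e-60. srw-85, of a chemoreceptor family, rose from 0.833 ± 0.236 to 81 ± 23.3 CPM (log2 fold change 6.65, DESeq2 adjusted p = 4.34e-40). snpc-1.2, which encodes a subunit of the complex that activates small nuclear RNA genes, rose from 12 ± 1.28 to 218 ± 26.6 CPM (4.19 on the log2 scale, DESeq2 adjusted p = 6.63e-28). zhp-2, a RING finger gene of meiotic prophase, rose from 2.23 ± 0.0506 to 45.3 ± 5.01 CPM (4.36 on the log2 scale, DESeq2 adjusted p = 1.77e-27).

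edgeR's quasi-likelihood test called 0 of 15978 genes at an adjusted p under 0.05, and its smallest adjusted p was 0.066. At an unadjusted p under 0.05 it gave 990 higher and 618 lower genes, where about 799 in all would be given by chance. limma voom also called 0 genes. DESeq2, the tool of the study's methods, called 412 genes as higher and 136 as lower in the mutant. On counts simulated for this comparison 36.1% of DESeq2's calls and 14.1% of edgeR's were of unchanged genes, so a share of DESeq2's calls is likely false. edgeR did make calls on the simulated counts, unlike here, so the size of that share is uncertain. edgeR's likelihood ratio test, chosen after the data were seen, called 432 and 123, and edgeR with no filter on low counts called 813 and 410. In what follows, "rose" and "fell" refer to genes past DESeq2's threshold. No named gene passed edgeR's, where the adjusted p of the 78 named DESeq2 calls ran from 0.066 to 0.483. DESeq2's counts of higher and lower calls were 140 and 12 without rWQS019, 158 and 50 without rWQS042, 802 and 622 without rWQS029, and 416 and 512 without rWQS045. When each library was left out in turn, 92 of the 412 higher and 6 of the 136 lower calls were made by DESeq2 every time.

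F40D4.13, among the 5 genes with the smallest DESeq2 adjusted p, rose from 1.46 ± 0.0298 to 32.4 ± 2.47 CPM (log2 fold change 4.49, DESeq2 adjusted p = 1.77e-27). Y105C5B.20 (0.0915 ± 0.0551 to 6.64 ± 1.75 CPM, 6.40 on the log2 scale) and F07E5.9 (0.0957 ± 0.111 to 8.07 ± 5.5 CPM, 6.73 on the log2 scale) were among the 10 named for the size of their rise. So was oac-27, with counts of 0 and 2 in wild type and of 27 and 739 in rWQS029 and rWQS045 (DESeq2 adjusted p = 0.0152), a call lost without rWQS042 (0.325) and without rWQS045 (0.283). Y77E11A.3, annotated as a noncoding RNA on chromosome IV, had a count of 0 in both wild type libraries and counts of 196 and 277 in the mutant libraries. It was at least 148-fold higher in the mutant, with the floor taken as 3 counts over the summed wild type total. C55C3.3 also rose, but unevenly, at 1.95 CPM in rWQS029 and 27.7 CPM in rWQS045. The rule also took the piRNA loci 21ur-10492 and 21ur-10687. Both lie inside F15D4.5 on the opposite strand, and without strand their counts cannot be told apart from those of F15D4.5. Of the other genes named here, snpc-1.2, F40D4.13, F07E5.9, nta-1, col-14, nas-7, lys-4, fat-5 and sri-62 also overlap annotated genes, so their counts are uncertain.

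Among the genes that fell, hrg-3, which encodes a carrier of heme from the intestine (chromosome V, 9756468 to 9757019), went from 24.2 ± 2.24 to 1.5 ± 0.223 CPM, with a DESeq2 adjusted p of 2.73e-20 (edgeR log2 fold change -4.01, edgeR adjusted p = 0.086). hrg-3 overlaps F58E6.11 on the opposite strand. dhs-23, a short-chain dehydrogenase gene, went from 5.82 ± 0.434 to 0.444 ± 0.089 CPM (log2 fold change -3.71, DESeq2 adjusted p = 1.43e-10). cyp-35A3, a cytochrome P450 gene with close paralogs, went from 18.5 ± 13.3 to 1.15 ± 0.167 CPM (log2 fold change -4.01, DESeq2 adjusted p = 1.26e-07). nta-1 fell from 9.82 ± 2.08 to 1.25 ± 0.461 CPM (DESeq2 adjusted p = 6.39e-07), a call lost without rWQS042 (0.0967). oac-51, an acyltransferase gene, fell from 12.5 ± 9.84 to 0.694 ± 0.444 CPM (DESeq2 adjusted p = 1.23e-05), a call lost without rWQS019 (0.117).

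Genes of the germline and of meiosis were higher as a group. him-3, a component of the meiotic chromosome axis, rose from a mean of 5.36 to 78.6 CPM (log2 fold change 3.88 ± 0.41 SE, DESeq2 adjusted p = 4.16e-18), and syp-1, of the synaptonemal complex, rose from 7.29 ± 0.166 to 68.6 ± 22.5 CPM (3.25 on the log2 scale, DESeq2 adjusted p = 1.3e-11). mex-5, an RNA-binding protein gene of the early embryo, rose from 6.04 ± 0.178 to 36.2 ± 15.7 CPM, and coh-4, a meiotic cohesin gene, from 5.28 ± 1.25 to 29.5 ± 9.51 CPM. Without rWQS019 the DESeq2 adjusted p was 0.0509 for mex-5 and 0.122 for coh-4. him-3 overlaps prkl-1 on the opposite strand, and syp-1 and coh-4 overlap F13A7.14 and Y45G5AM.7 on the same strand, so their counts are uncertain. Of the 49 members tested by DESeq2, 14 rose, 0 fell and 35 did not pass, and 20 rose when adjusted over the list alone. edgeR called 0 of 50 members over all genes, 12 adjusted over the list alone and 22 at an unadjusted p under 0.05. Fold changes in edgeR were above 0 for 48 of 50 members, with quartiles of 0.69 and 1.85 on the log2 scale. Below the list's median, glp-1, the germline Notch receptor, had a log2 fold change of 0.79, him-8 of 0.45, spo-11 of 0.38 and gld-2 of -0.26, all 4 from edgeR and short of both tools' thresholds and named after their values were seen. The list's median log2 fold change was 0.95, and camera gave an adjusted p of 6.18e-20 (adjusted p = 0.644 with an estimated correlation). The same list was also 0.93 higher on the log2 scale in rWQS045 than in rWQS029, and its median log2 fold change was 0.39 without rWQS045 and 1.37 without rWQS029.

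Genes of small RNA pathways and of chromatin regulation included several with large rises. prg-1, the Piwi Argonaute gene, rose from 60.1 ± 3.74 to 465 ± 228 CPM (log2 fold change 2.97 ± 0.491 SE, DESeq2 adjusted p = 2.96e-07). prg-1 overlaps D2030.12 on the opposite strand. hrde-1, a nuclear Argonaute gene of inherited RNA interference, rose from 57 ± 10.5 to 431 ± 164 CPM (2.93 on the log2 scale, DESeq2 adjusted p = 3.29e-08), and wago-4 rose from a mean of 9.47 to 176 CPM (4.23 on the log2 scale, DESeq2 adjusted p = 1.81e-09). rrf-2, an RNA-dependent RNA polymerase gene, rose from 10.8 ± 0.872 to 53.1 ± 8.1 CPM (DESeq2 adjusted p = 5.69e-08), with an adjusted p of 0.0613 in DESeq2 without rWQS042. Of 47 members of the small RNA list, 7 rose, 0 fell and 40 did not pass in DESeq2, and 8 rose when adjusted over the list alone. edgeR called 7 adjusted over the list alone and 9 at an unadjusted p under 0.05, against 0 over all genes. The list's median log2 fold change was 0.38, with a camera adjusted p of 3.03e-07 (adjusted p = 0.644 with an estimated correlation). Its median was also 0.35 higher in rWQS045 than in rWQS029, in the direction of the germline list. The leading genes differed more: prg-1 was at 303 CPM in rWQS029 and 626 CPM in rWQS045, hrde-1 at 315 and 547, and wago-4 at 103 and 249.5. Whether the small RNA list changed apart from the germline list was not tested. Of the 29 chromatin regulators, set-9, cec-8 and lin-13 rose and 26 did not pass in DESeq2, and the same number, 3, rose when adjusted over the list alone. set-9, a SET domain gene, rose from a mean of 6.88 to 64.3 CPM and cec-8, a chromodomain gene, from 6.56 ± 0.607 to 53.8 ± 30.9 CPM. lin-13, which overlaps a pseudogene and a small nucleolar RNA gene, rose from 110 ± 5.21 to 246 ± 3.33 CPM, a call lost without rWQS042 (DESeq2 adjusted p = 0.738) and without rWQS019 (adjusted p = 1). edgeR called 0 chromatin regulators over all genes, 3 adjusted over the list alone and 4 at an unadjusted p under 0.05. The heterochromatin protein genes hpl-1 and hpl-2, named after their values were seen, had log2 fold changes of 0.09 and 0.39 in edgeR. The median of the chromatin list was 0.39, with a camera adjusted p of 0.000111 (adjusted p = 0.644 with an estimated correlation) and 0.0486 without rWQS045. The difference between the mutant libraries, 0.44 higher in rWQS045, was as large as that between genotypes and in the direction of the germline list.

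**Figure D2:**
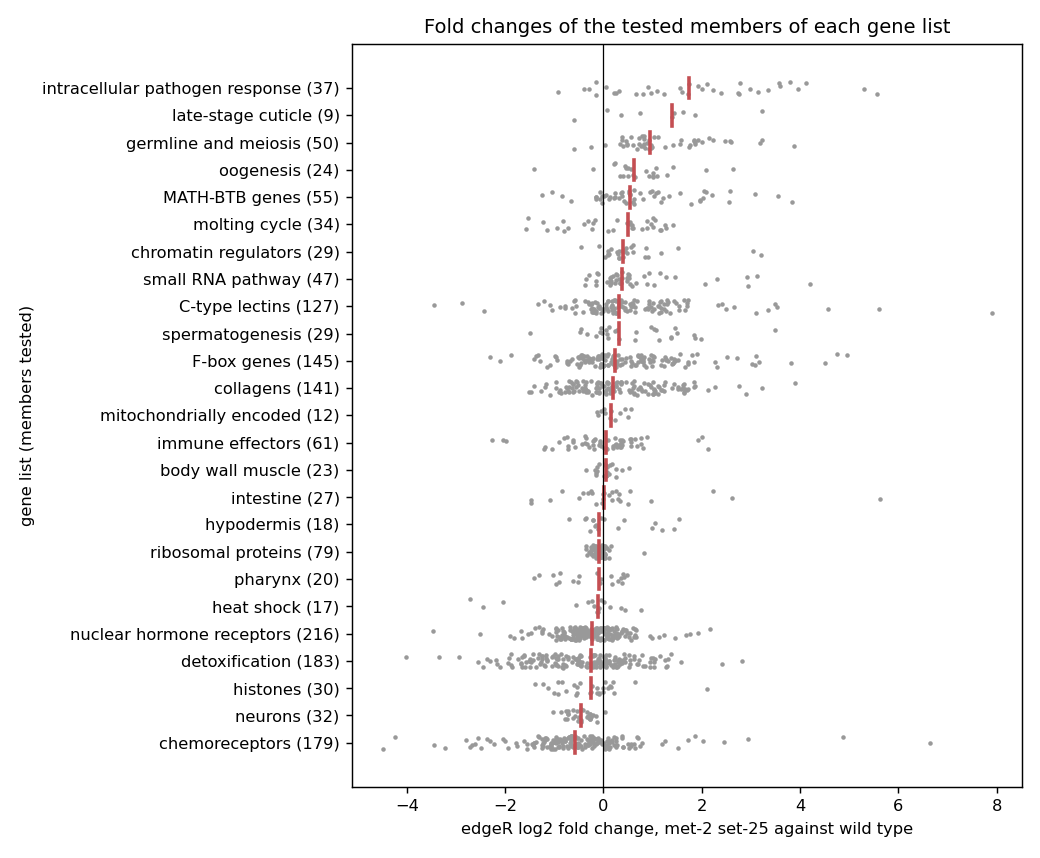
edgeR log2 fold changes of the tested members of each gene list with at least 5 tested members, 1 grey point per gene and a red bar at the list's median. The medians ran from -0.57 for chemoreceptors to 1.74 for the intracellular pathogen response.

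Genes of the intracellular pathogen response, which are induced by microsporidia and viruses, had the highest median log2 fold change of the lists with at least 5 tested members, 1.74. pals-33 rose from 0.152 ± 0.0918 to 5.54 ± 2.14 CPM (log2 fold change 5.36 ± 0.752 SE, DESeq2 adjusted p = 3.3e-10). skr-4, a Skp1-related ubiquitin ligase gene, rose from 8.33 ± 0.391 to 44 ± 2.53 CPM (2.41 on the log2 scale, DESeq2 adjusted p = 6.85e-10). eol-1 rose from 2.83 ± 1.03 to 18.9 ± 9.59 CPM (DESeq2 adjusted p = 0.000127) and pals-38 from 0.597 ± 0.201 to 4.02 ± 0.0806 CPM. Without rWQS042 the DESeq2 adjusted p was 0.093 for eol-1 and 0.246 for pals-38. Of 41 members, 12 rose, 0 fell and 29 did not pass in DESeq2, and 21 rose when adjusted over the list alone. edgeR called 0 of 37 over all genes, 15 adjusted over the list alone and 19 at an unadjusted p under 0.05. Camera gave an adjusted p of 3.34e-15 (adjusted p = 0.644 with an estimated correlation, 0.04 before adjustment). Of the 15 lists past camera, 10 higher and 5 lower, 0 held with an estimated correlation. These losses do not show the effect of correlation alone, since that form rests on 2 residual degrees of freedom. For late-stage cuticle the estimated correlation, -0.011, was below the preset 0.01, yet camera's unadjusted p went from 0.0142 to 0.126. The pals genes are a family of paralogs, so the split of reads among them is uncertain.

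The MATH-BTB genes had a median log2 fold change of 0.54 (camera adjusted p = 9.62e-07, adjusted p = 0.644 with an estimated correlation), with 8 of 56 members higher and 0 lower in DESeq2 and 10 higher when adjusted over the list alone. bath-45 rose from 0.957 ± 0.43 to 8.25 ± 5.1 CPM, a call lost without rWQS019 (DESeq2 adjusted p = 0.116) and without rWQS045 (0.066). The F-box genes had a median of 0.23 (camera adjusted p = 0.00205, adjusted p = 0.644 with an estimated correlation), with 12 of 154 members higher and 0 lower in DESeq2, and 18 higher and 2 lower when adjusted over the list alone. fbxa-182 rose from 1.54 ± 0.523 to 21.6 ± 6.92 CPM (log2 fold change 3.84 ± 0.505 SE, DESeq2 adjusted p = 1.15e-11). The F-box call was lost without rWQS042 (camera adjusted p = 0.0567) and without rWQS029 (0.46). The C-type lectins had a median of 0.32 (camera adjusted p = 0.01, adjusted p = 0.644 with an estimated correlation), with 7 of 131 higher and 2 lower in DESeq2, and 11 and 2 when adjusted over the list alone, and camera's call was lost without rWQS029 (adjusted p = 0.0731). The F-box genes and lectins were lower in rWQS045 than in rWQS029, by median log2 differences of -0.46 and -0.27. edgeR called 0 members of the 3 lists over all genes, against 18, 25 and 18 higher and 1, 5 and 4 lower members at an unadjusted p under 0.05, and 7, 7 and 0 higher adjusted over the list alone.

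Detoxification genes, chemoreceptors and neuronal genes were lower as groups. Of 185 cytochrome P450, glucuronosyltransferase, glutathione transferase and related genes tested by DESeq2, 15 fell, 2 rose and 168 did not pass, and 17 fell when adjusted over the list alone. cyp-35A2 fell from 101 ± 34 to 26.6 ± 1.24 CPM (log2 fold change -1.92 ± 0.423 SE, DESeq2 adjusted p = 0.000457), a call lost without rWQS042 (0.467) and without rWQS019 (0.0684). ugt-63 went the other way, from 1.46 ± 1.15 to 10.6 ± 0.667 CPM (DESeq2 adjusted p = 0.00107), a call lost without rWQS019 (0.174). edgeR called 0 members over all genes and 0 adjusted over the list alone, with 34 lower and 3 higher at an unadjusted p under 0.05. The list's median log2 fold change was -0.25, with a camera adjusted p of 7.48e-06 (adjusted p = 0.644 with an estimated correlation). The chemoreceptors had a median of -0.57 with the same camera adjusted p (adjusted p = 0.644 with an estimated correlation), a call lost without rWQS045 (0.178). Of 226 tested by DESeq2, 3 rose and 3 fell (3 and 1 when adjusted over the list alone), and edgeR called 2 as higher adjusted over the list alone. At an unadjusted p under 0.05 edgeR had 17 lower and 6 higher. srw-85 and sri-62 (0.096 ± 0.0128 to 2.96 ± 1.3 CPM, DESeq2 adjusted p = 5.92e-07) were among those that rose. Of the 32 neuronal genes, 0 passed in DESeq2 or edgeR, with 3 lower at edgeR's unadjusted p under 0.05, and 0 passed when adjusted over the list alone. Their median was -0.46, and 1 of them had a log2 fold change above 0 (camera adjusted p = 3.13e-05, adjusted p = 0.644 with an estimated correlation). Nuclear hormone receptors had a median of -0.23 (camera adjusted p = 0.00465, adjusted p = 0.644 with an estimated correlation), with 2 of 220 lower and 1 higher in DESeq2, and the same counts adjusted over the list alone, and camera's call was lost without rWQS045 (adjusted p = 0.295). edgeR had 8 lower and 3 higher receptors at an unadjusted p under 0.05. All 4 lists were also lower in rWQS045 than in rWQS029, by median log2 differences of -0.31 for detoxification, -0.69 for chemoreceptors, -0.31 for neurons and -0.29 for nuclear hormone receptors. The germline and meiosis list lay the other way, with a median log2 fold change of 0.95 and a median 0.93 higher in rWQS045 than in rWQS029. Body wall muscle and intestine had medians of 0.05 and 0.02.

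Lists that mark developmental stage were measured too. Of 11 late-stage cuticle genes tested by DESeq2, bli-2 and lin-29 rose and 9 did not pass, with 2 when adjusted over the list alone. lin-29, the transcription factor gene of the larval-to-adult switch, rose from 26.5 ± 4.32 to 71.9 ± 20.1 CPM (DESeq2 adjusted p = 0.0198), and bli-2, an adult collagen gene, from 1.17 ± 0.192 to 10.9 ± 10.4 CPM (0.00276 in DESeq2). Both overlap other genes. lin-29 was lost in DESeq2 without rWQS042 (adjusted p = 0.377), rWQS019 (1) and rWQS045 (0.0914), and bli-2 without rWQS042 (0.088) and rWQS045 (0.32). That list's median log2 fold change was 1.40 (camera adjusted p = 0.0263, adjusted p = 0.644 with an estimated correlation). Without rWQS045 the median was 0.28 and the call was lost (camera adjusted p = 0.29). The oogenesis list had a median of 0.63 (camera adjusted p = 0.000344, adjusted p = 0.644 with an estimated correlation), with 2 of 24 members higher in DESeq2 and 2 when adjusted over the list alone, and without rWQS045 its median was 0.28 and the call was lost (0.247). Without rWQS029 it was 1.05, and without rWQS019 0.96. The oogenesis, late-stage cuticle and spermatogenesis lists were also 0.78, 0.82 and 0.35 higher on the log2 scale in rWQS045 than in rWQS029. cbd-1, an eggshell gene, rose from 10.9 ± 4.37 to 67.8 ± 24.2 CPM (DESeq2 adjusted p = 2.79e-05), lost without rWQS019 (0.105). The spermatogenesis list had a median of 0.31 (camera adjusted p = 0.00615, adjusted p = 0.644 with an estimated correlation), with cpb-1 higher (lost without rWQS045, DESeq2 adjusted p = 0.0694) and 34 of 35 members not past the test, and 1 when adjusted over the list alone. Of the vitellogenins, 2 passed edgeR's filter, with a median of 1.25 (camera adjusted p = 0.0694), and vit-1 rose from 1.68 ± 0.0225 to 5.64 ± 2.27 CPM in DESeq2 (adjusted p = 0.0288), lost without rWQS042 (0.62), rWQS019 (0.923) and rWQS029 (0.308). Collagens had a median of 0.19 (camera adjusted p = 0.738), with 2 of 150 higher and 4 lower in DESeq2, also when adjusted over the list alone. Camera called collagens as higher without rWQS042 (adjusted p = 0.00259) and rWQS029 (0.0324), and as lower without rWQS045 (0.0486). col-14 fell from 519 ± 106 to 194 ± 42.5 CPM (DESeq2 adjusted p = 0.0146), lost without rWQS042 (0.391) and rWQS019 (1). The molting cycle list had a median of 0.51 and a mean of 0.19, whereas camera gave its direction as lower with an adjusted p of 0.896. It passed camera as higher without rWQS029 (adjusted p = 0.0253) and as lower without rWQS045 (0.000103), and was 0.95 higher in rWQS045 than in rWQS029. In that list nas-7 fell from 56.6 ± 23.4 to 18.9 ± 0.0469 CPM (DESeq2 adjusted p = 0.0209), lost without rWQS042 (0.166) and rWQS019 (1).

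Most other tissue and control lists did not pass camera. The medians were 0.05 for immune effectors (adjusted p = 0.423), 0.05 for body wall muscle (0.896), 0.02 for intestine (0.335), -0.09 for hypodermis (0.396), -0.12 for heat shock genes (0.285), -0.25 for histones (0.253), -0.09 for ribosomal proteins (0.165) and 0.15 for mitochondrially encoded genes (0.941), all in camera. Mean and median differed in sign for immune effectors (mean -0.02) and hypodermis (mean 0.24), and camera's direction was lower for the mitochondrial list although its median was above 0. The pharynx list had a median of -0.10 (camera adjusted p = 0.0361, adjusted p = 0.681 with an estimated correlation), and its direction turned without rWQS045 (0.223). It was lower in rWQS045 than in rWQS029 by a median log2 difference of -1.2, and the mitochondrial list by -1.14. Without 1 library, camera called histones as lower without rWQS042 (adjusted p = 0.000277) or rWQS045 (0.00947), heat shock genes as lower without rWQS042 (0.00538) and ribosomal proteins as lower without rWQS045 (0.000938). It called immune effectors (adjusted p = 0.00723) and the mitochondrial list (0.0353) as lower without rWQS029, and intestine as higher without rWQS045 (0.0486). Of the members, DESeq2 called 2 immune effectors as higher and 1 as lower (3 and 2 when adjusted over the list alone), 3 intestine genes as higher (4), 2 hypodermis genes as higher (2), 1 histone gene as higher (1) and 1 pharynx gene as lower (1). fat-7, a fatty acid desaturase gene of the intestine, rose from 5.12 ± 0.593 to 31.4 ± 2.86 CPM (log2 fold change 2.62 ± 0.37 SE, DESeq2 adjusted p = 3.86e-10). cpr-1, a cysteine protease gene, rose from 213 ± 25.2 to 992 ± 123 CPM (DESeq2 adjusted p = 2.94e-08), lost without rWQS042 (0.0674). irg-8, an infection response gene, rose from 115 ± 13.3 to 461 ± 47.3 CPM (DESeq2 adjusted p = 7.55e-07), and lys-4, a lysozyme gene, from 89.7 ± 23.9 to 340 ± 38 CPM (7.17e-05). Without rWQS042 the DESeq2 adjusted p was 0.142 for irg-8 and 0.267 for lys-4, and without rWQS019 it was 0.112 and 0.0729.

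**Figure D3:**
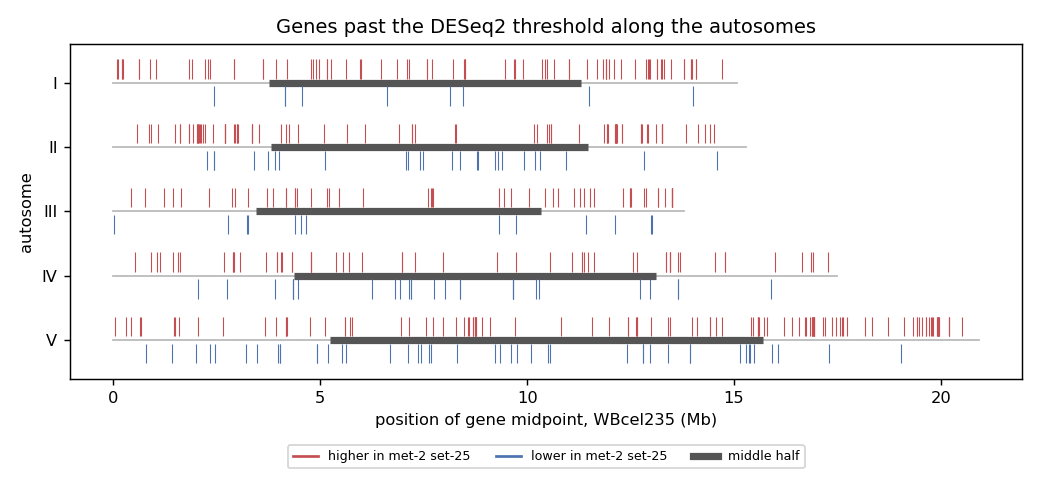
Midpoints (Mb, WBcel235) of genes past the DESeq2 threshold along chromosomes I to V, red ticks for genes higher and blue ticks for genes lower in met-2 set-25, with the middle 50% of each chromosome as a thick bar. Of the autosomal genes, 240 higher calls lie in arms and 141 in centres.

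H3K9 methylation lies mainly in the distal arms of the autosomes, so the position of the changed genes was compared between arms and centres. Of the DESeq2 calls higher in the mutant, 240 lay in arms and 141 in centres, so that 63% of the autosomal higher calls lay in arms against 40.5% of the tested genes. This is an odds ratio of 2.57 (Fisher's exact test, two-sided, p = 3.91e-19). Fisher's exact test takes genes as independent, whereas genes that rose often lay next to each other (below) and some share reads. Its p-values for arms, chromosomes and pseudogenes are therefore likely too small. Genes that fell did not pass this test, with 44 in arms and 75 in centres (odds ratio 0.862, exact p = 0.455). With the middle 60% of each chromosome as centre their odds ratio of 0.639 passed (exact p = 0.0467). Without rWQS029 their odds ratio of 0.746 passed (exact p = 0.00199), and without rWQS019 it was 2.96 (exact p = 0.0785). edgeR gave 0 calls for this test, and its genes at an unadjusted p under 0.05 gave an odds ratio of 2.58 for higher and 0.949 for lower genes. Over all tested autosomal genes the median log2 fold change was 0.133 in arms and 0.009 in centres. Camera gave p = 0.0161 for arms as a set, lost with an estimated correlation (p = 0.142). That estimate was 0.0104, near the preset 0.01, so a stronger correlation does not account for the loss. Camera in that form rests on the 2 residual degrees of freedom of the fit, so the loss decides little.

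By chromosome, the X held fewer higher calls than the autosomes. On X, 27 genes rose, or 1.1% of those tested (odds ratio 0.396, Fisher's exact test with Benjamini-Hochberg adjusted p = 2.7e-06), a difference that did not pass without rWQS042 (odds ratio 0.818). Chromosome V held 113 higher calls (3.22%, odds ratio 1.42, Fisher's exact adjusted p = 0.0089) and 45 lower calls (1.28%, odds ratio 1.83, adjusted p = 0.0089 by the same test). The higher excess on V was absent without rWQS029 (odds ratio 0.993) and did not pass without rWQS019 (1.4) or without rWQS042 (1.21). The lower excess was 7.49 without rWQS019 and 3.83 without rWQS042. Chromosome I held 79 higher calls (odds ratio 1.36, Fisher's exact adjusted p = 0.0499), which turned to 0.758 without rWQS045 and did not pass without rWQS019 (1.39) or rWQS042 (1.24). It held 9 lower calls (odds ratio 0.394, Fisher's exact adjusted p = 0.011), a difference that did not pass without rWQS019, where 0 of 12 lower calls lay on I, or without rWQS042 (0.228). Chromosome III, which carries both targeted genes, held 51 higher and 13 lower calls (odds ratios 0.823 and 0.609) and chromosomes II and IV held 82 and 56 higher calls, none past the adjusted threshold of Fisher's exact test with all libraries. Lower calls on III passed it without rWQS029 (0.639) and without rWQS045 (0.547), and higher calls on IV without rWQS029 (0.775).

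Pseudogenes rose more often than protein-coding genes. Of the tested pseudogenes, 49 rose, or 9.28%, against 350 protein-coding genes, or 2.37% (odds ratio 4.22, Fisher's exact test, p = 8.38e-15), and 4 pseudogenes fell. Among those that rose was WBGene00019208 on chromosome II (0.0438 ± 0.0619 to 8.17 ± 1.56 CPM, DESeq2 adjusted p = 5.06e-14). Reads of pseudogenes and their parent genes can be confused, so these counts are uncertain. The odds ratio was 2.21 without rWQS029 and 2.66 without rWQS045, both past the test. With no filter on low counts in edgeR the odds ratio was 1.18 and did not pass. Noncoding genes rose less often, with 9 calls or 0.821% (odds ratio 0.341, exact p = 0.0003), which did not pass without rWQS019 (0.496) or rWQS042 (0.831). Those calls include the piRNA loci inside F15D4.5. The comparisons of biotypes were not matched on expression, so a difference in how easily a gene is called was not separated from biotype.

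Genes that rose often lay next to each other. Among the 408 higher DESeq2 calls on the nuclear chromosomes there were 78 neighbouring pairs, against a mean of 10.3 and a highest value of 24 in 10000 draws matched on expression (permutation p = 0.0001, the smallest that the draws can give). Neighbours were genes next to each other among the tested genes of a chromosome. There were 69 pairs when genes that overlap were not counted as pairs (drawn mean 8.51), and 71 with at most 1 gene of a name family per run (drawn mean 9.67). The piRNA loci inside F15D4.5 do not overlap each other, so that pair stayed among the 69. Genes with only a sequence name or an identifier each counted as their own family, so shared reads were removed only in part. The pairs formed 58 runs with 136 genes, and 12 of the runs had 3 or more genes. A run on chromosome III (13499199 to 13508650) held T28A8.6, T28A8.5, T28A8.8, T28A8.4 and T28A8.3, of which T28A8.4 rose from 7.65 and 7.71 to 40.2 and 57.7 CPM (DESeq2 adjusted p = 4.49e-09). Another on chromosome II (13245376 to 13250063) joined F15D4.5, both piRNA loci inside it and F15D4.6 (0.314 ± 0.0756 to 8.61 ± 3.2 CPM, DESeq2 adjusted p = 1.04e-12), and a run on chromosome I joined D1081.6, zhp-2 and lotr-1, of which zhp-2 and D1081.6 overlap. These runs were named after their values were seen.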

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

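No paired analysis was possible because the columns carry no replicate number. The alternatives within DESeq2, edgeR's likelihood ratio test and the threshold of 0.10 were chosen after seeing the data. edgeR's 0 calls were also given by RLE and upper-quartile factors, library sizes alone, a mean of at least 5 CPM, limma voom and the robust fit. Adjusted p under 0.01, a fold over 1.5 and glmTreat gave 0 too, but they are stricter than the main test, so that outcome was fixed by its 0 calls. Higher and lower calls numbered 412 and 136 in DESeq2, 813 and 410 with no filter, 432 and 123 by the likelihood ratio test, and 89 and 3 at an adjusted p under 0.10. Without each library in turn edgeR called 0 to 170 higher and 0 to 58 lower genes, with 0 without either wild type library. DESeq2 called 140 to 802 higher and 12 to 622 lower genes, the lowest without rWQS019 and the highest without rWQS029, and without rWQS045 more lower (512) than higher (416) genes. At an adjusted p under 0.01 it called 61 lower genes. Without a wild type library the spread came from the mutant pair alone, and that pair lay farther apart than the wild type pair. A call can thus be lost with little change in fold. The DESeq2 log2 fold change of lin-13 was 1.1 without rWQS019 and 1.24 without rWQS042, against 1.17 with all libraries. That of oac-51 did move, to -3.01 without rWQS019 against -4.15. Among the 10 lower genes named by the rule, ugt-4, Y46G5A.36 and K08D9.4 moved more. Their values without rWQS019 were -1.07, -1.56 and -0.94, against -3.33, -3.02 and -3.01. The other lower genes of the rule stayed at -3.01 or below. How far the wider spread of the mutant pair accounts for the counts of calls was not tested.

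Lists past camera numbered 15 of 26, against 0 with an estimated correlation, 0 by fry (smallest adjusted p 0.112) and 0 by mixed fry (0.0582), and 8 of the 15 passed without each library in turn. Without each library camera's adjusted p ran from 0.00259 to 0.517 for collagens (turned to lower without rWQS045, 0.0486, and without rWQS019, 0.517), 0.000103 to 0.564 for the molting cycle (turned to higher without rWQS029, 0.0253, and without rWQS042, 0.559) and 1.69e-10 to 0.223 for the pharynx (turned to higher without rWQS045, 0.223). The heat shock, immune effector, body wall muscle, histone, ribosomal protein and mitochondrial lists, none past camera with all libraries, also turned without at least 1 library, each time at an adjusted p of 0.0635 or more. The arm odds ratio of higher genes stayed above 1 and past Fisher's exact test under every alternative that gave calls. That of lower genes was 0.639 with the middle 60% as centre, past the test (exact p = 0.0467), 0.746 to 2.96 without each library (past it only without rWQS029), and 2.22, the other way and past the test, for edgeR's calls without rWQS045.

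The odds ratio of chromosome V for higher genes did not pass for edgeR at 0.10 (1.23, Fisher's exact adjusted p = 1), in DESeq2 at 0.01 (1.34, adjusted p = 0.111) or for edgeR's calls without rWQS029 (0.976, adjusted p = 1) and without rWQS045 (1.3, adjusted p = 0.458). In DESeq2 without each library it was 0.993 to 2.01 and passed only without rWQS045. For lower genes on V it was 1.54 with library sizes alone, not past the test (adjusted p = 0.06625). That of X was 0.48 for edgeR at 0.10 (adjusted p = 0.296) and 0.436 for edgeR's calls without rWQS045 (adjusted p = 0.181), neither past the test. In DESeq2 without each library it was 0.431 to 0.818 and passed except without rWQS042 (adjusted p = 0.752). The odds ratio of chromosome I for higher genes turned to 0.758 without rWQS045, and did not pass in DESeq2 at 0.01 (adjusted p = 0.152), with TMM factors (adjusted p = 0.0618) or with the genes kept by edgeR's filter (adjusted p = 0.0826). That for lower genes on I did not pass in DESeq2 at 0.01 (adjusted p = 0.171), with library sizes alone (adjusted p = 0.06625) or by the likelihood ratio test (adjusted p = 0.0564). The odds ratio of pseudogenes was 1.18 with no filter and did not pass. The median log2 fold change of all genes lay between -0.044 and 0.081 over the scalings and the fits without each library. The causes of these changes were not tested.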

Other observations

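The tests of explanations here were chosen after the results were seen, except the Mantel-Haenszel odds ratio, which was planned but whose reading was set afterwards. The genotype itself stays among the open explanations of each pattern, since it cannot be separated from other differences between the 2 groups of libraries.

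The mutant libraries differed in genes that peak once per larval molt, and so, to a lesser degree, did the wild type libraries. The molting cycle list's median size of log2 difference was 1.5 in the mutant pair and 0.59 in the wild type pair. Lists matched on expression had 0.36 and 0.21. mlt-10 was at 79 CPM in rWQS029 and 754 CPM in rWQS045, against 293 and 262 CPM in the wild type libraries. grl-21 went the other way, at 167 and 7.06 CPM, against 89 and 73.6 CPM in wild type, and so did abu-10 of the pharynx, at 96.6 and 5 CPM, against 56.4 and 48.7 CPM. These 3 genes were picked after their values were seen. fat-5, a desaturase gene of the intestine list that rose in DESeq2 (adjusted p = 3.33e-05, lost without rWQS029 at 0.0699), was at 111 CPM in rWQS029 and 4.42 CPM in rWQS045, and at 1.26 and 1.09 CPM in wild type.

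Other splits of the 4 libraries into 2 and 2 are too few for a share under 0.05. The real split gave 548 DESeq2 calls and the other 2 splits 53 and 11, and edgeR gave 0 in each.

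The germline and meiosis list was higher in the mutant libraries, with a median log2 fold change of 0.95. The scaling between libraries is argued against, since the lowest median over the scalings run was 0.87. A larger share of germline tissue stays open: the members also differed between the mutant libraries by a median of 0.93 (SD 0.35), and although the SD of their log2 fold changes (0.91) was 2.58 times as large, genes also expressed elsewhere would rise less. A later stage in the mutant libraries may be part of the cause, since the late-stage cuticle list's median stayed above 0 without each library, at 0.28 or more (0.28 without rWQS045, against 1.40 with all libraries), and the oogenesis list's did too. More germline tissue, a later stage and a change of germline genes by genotype were not separated.

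The mutant libraries lay farther from each other than the wild type libraries. Unequal depth is argued against, since with all libraries thinned to 22849521 counts 23% of genes in the mutant pair were still more than 2-fold apart, against 10.5% in the wild type pair. Different positions in the molting cycle could contribute: the molting cycle list's median size of log2 difference was 1.5 in the mutant pair, at percentile 100 of 10000 lists matched on expression. It was 0.59 in the wild type pair, also at percentile 100, the highest possible, so this percentile decides nothing. The pharynx list did set the pairs apart, at 1.2 (percentile 100) in the mutant pair and 0.32 (percentile 90.7) in the wild type pair. It was fixed as a list of a tissue, and its abu genes, such as abu-10 above, were not tested apart from its other members. It therefore does not decide the question, and this explanation stays open.

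Higher calls gathered in autosomal arms, with an odds ratio of 2.57. A lower expression of arm genes as the whole cause is argued against by the Mantel-Haenszel odds ratio over strata of expression, 2.5. Without name families of 10 or more genes the odds ratio was 2.67 (Fisher's exact p = 9.51e-17), which argues against these named families as the whole cause. Genes with only a sequence name or an identifier, pseudogenes among them, were all kept. Copies that share reads were thus removed only in part, and shared reads stay open. That the loss of H3K9 methylation raises genes of the arms remains a hypothesis, since methylation was not analysed here. The paper did compare expression with the mark. It reports that altered genes mostly rose, and that rises went with genes that carry H3K9 methylation in wild type.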
